A study of Bos taurus with 94 samples.

How the data were processed

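The table analysed holds 1 value per gene and library for 24616 Ensembl gene identifiers and 94 bovine libraries. Per the file headers and name, the deposited values are FPKM, and per the submitters' processing notes the authors used HISAT2 and StringTie with the genome build UMD3.1. Versions, annotation release and filters are not given in the sources used here. The values are not whole multiples of a common step per gene, so read depth is unknown and no counting intervals or floors are given. An exact 0 can be a failed estimate in such a table, so a gene is only said to be listed at 0. FPKM of all genes sums to a different total in each library, and abundant genes lower the FPKM of the others.

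Libraries were grouped by tissue label. A class comparison set the libraries of 1 class against all others among 94 libraries; 14 classes of 3 or more libraries were compared, 6 of them as main classes. Values were analysed as log2(FPKM + 1), so folds of low genes are understated. Genes with an FPKM of at least 1 in at least 3 libraries were tested, 18031 in all. Differences were tested with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend, two-sided), with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05 and a log2 difference of at least 1. The sides of the female tract were tested with the segment as a block. Closest libraries were found by Spearman correlation over the tested genes, and their agreement with the groups by 100000 permutations of the labels. Genes detected and the share of FPKM in the 10 most abundant genes were compared by two-sided permutation tests with 100000 draws. Tau was computed on group means of log2(FPKM + 1). Single libraries were compared by the number of genes with a log2 difference of at least 2 and an FPKM of at least 10 in either library. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps.

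Tests, groups, thresholds, the rule for named genes and most alternatives were chosen before the data were examined. That rule takes the called genes with the largest differences for which every library of the class lies on 1 side of the median of the others, among genes with a symbol. The gene table used, for the assembly ARS-UCD2.0, lists no Ensembl identifiers, so 0 of the 24616 identifiers could be matched to a symbol. Therefore the gene list tests, the list medians of single-library comparisons and a version of the abundance shares without mitochondrial genes were not run, and the rule was applied to identifiers, with at most 2 printed in each direction. A score was added after the names proved missing. For each class and library it takes the 50 genes with the largest gap between the class median and the 90th percentile of the other libraries, both computed without the scored library, and averages log2(FPKM + 1) over them. Libraries were counted as against their label where a member scored below, or another library above, the midpoint between the class median and the median of the rest.

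The limma step was tested on simulated data with 200 genes changed among 18031. Of changes of 2 on the log2 scale it recovered 100% for 11 libraries against 83, 91% for 4 against 90, 80% for 3 against 91, and 21% for small against large intestine, where it recovered 86% of changes of 4. False calls numbered 16 for 3 libraries against 91, and 2 to 5 in the other designs simulated. Random sets of real libraries called a median of 6 and up to 592 genes in the follicle design. In the forestomach design they called a median of 5 and up to 1544. The simulated false calls thus understate what a set of real libraries can give, and whether the recovery holds for real class comparisons was not tested. Alternatives were a pseudocount of 0.1, no filter, FPKM rescaled to equal totals, quantile normalization, a group-means model, related tissues left out, and each replicate left out in turn.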

Results

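Gene expression was measured by RNA sequencing in 94 libraries from Hereford cattle tissues, nearly all of them the only library of their tissue, as part of a larger transcriptome resource built to help interpret genetic association signals in cattle. The libraries were grouped by tissue label into 35 groups, of which 19 held 2 or more libraries and 16 held 1. The labels name no animal, so the replicates of a group are mostly different tissues of 1 anatomical class. In the female tract they are also the sides of the same segment, and in the follicle and mammary groups libraries of the same tissue. The p-values below measure the spread between libraries. In the class comparisons this spread includes the differences among the many tissues outside the class. All libraries carry the age label adult, including the fetal testis. Of 24616 genes, 4558 reached an FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) of 1 in all 94 libraries and 2373 were listed at 0 in all of them. The number of genes at an FPKM of 1 or more ran from 7353 in the library labelled choroid plexus to 14198 in the bull testis, with a median of 12442. FPKM totals ran from 585122 in the thyroid to 1062591 in the nasal mucosa, and the read depth behind them is unknown. The files do not pair the gene identifiers with names, so a few genes are given by identifier only and classes are described by their gene sets.

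The first question was whether libraries resemble each other by anatomical class. The libraries of brain, intestine, forestomach and the pituitary and pineal group each had their closest library inside their own class, in 8 of 8, 6 of 6, 4 of 4 and 4 of 4 libraries. The pineal library was closer to the anterior pituitary (Spearman's rho 0.964) than the posterior pituitary was (0.948). It differed from the anterior lobe at least 4-fold in 80 genes, and the posterior lobe did in 261. Why the pineal library lies so close was not tested. Cerebral and frontal cortex (Spearman's rho 0.984), kidney cortex and medulla (0.986), ventricle and atrium (0.963) and the pair of ampulla libraries (0.982) were close pairs. Over all 19 groups, 52 of 78 libraries were closest to a library of their own group, against at most 18 in 100000 permutations of the group labels (one-sided permutation p = 1e-05, the smallest the permutations can give). These correlations are across 18031 genes, which are not independent replicates.

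For the other 26 libraries the closest profile lay in another group. Several libraries, some of them the only one of their group, were closest to a tissue that their label does not name. The library labelled diaphragm was closest to the library labelled gall bladder, with the highest correlation of all 4371 pairs (0.994). The libraries labelled corpus luteum and choroid plexus were closest to limb and trunk muscles, longissimus dorsi (0.956) and triceps brachii (0.84). The library labelled adrenal was closest to lymph node (0.973), the vesicular gland to subcutaneous fat (0.97), bone marrow to the vesicular gland (0.922), and mammary replicate 1 to the pineal gland (0.858). Follicle replicate 1 was closest to the body of the epididymis (0.909) and the trachea to the aorta (0.976). None of the libraries of the adipose, male accessory gland, mammary or respiratory groups was closest to its own group, and 1 of 5 lymphoid libraries was. These libraries keep their label throughout and are called by it.

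Each class was then compared with all other libraries to find the genes that mark it. Skeletal muscle (n = 11) had 832 genes higher and 6008 lower than the other 83 libraries. ENSBTAG00000006419 averaged 5853 ± 4263 FPKM (SD, n = 11) in muscle and 390.5 ± 1873 (SD, n = 83) elsewhere, a log2 difference of 8.38 ± 0.91 (SE; limma adjusted p = 4.51e-13). ENSBTAG00000006541 averaged 2648 ± 1741 FPKM against 68.2 ± 411 (SD, n = 11 and 83), a log2 difference of 8.36 ± 0.65 (limma adjusted p = 1.11e-19). Their lowest levels in a muscle library were 5.32 and 4.13 FPKM. Without the library labelled diaphragm their log2 differences were 9.26 and 9.17. Leaving out any other single muscle library gave 8.15 to 8.47 and 8.17 to 8.52. The 50 genes that best separated muscle from other tissues averaged 8.42 to 9.93 on the log2(FPKM + 1) scale in 10 muscle libraries and 0.45 in the library labelled diaphragm. Outside the class, the same kind of score was 9.90 in the library labelled choroid plexus, 8.85 in the larynx, 8.17 in the corpus luteum, 6 in bone marrow and 5.97 in the superficial tongue, against a median of 1.09 over the rest. The excess of lower genes depended on the kind of scaling. With quantile normalization muscle had 1985 genes higher and 1939 lower, and the median difference over all genes went from -0.66 to -0.15. Rescaling to equal totals kept the excess, with 900 genes higher and 6283 lower. Without the 6 libraries on the wrong side of the score's midpoint, 892 genes were higher and 7076 lower.

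**Figure D1:**
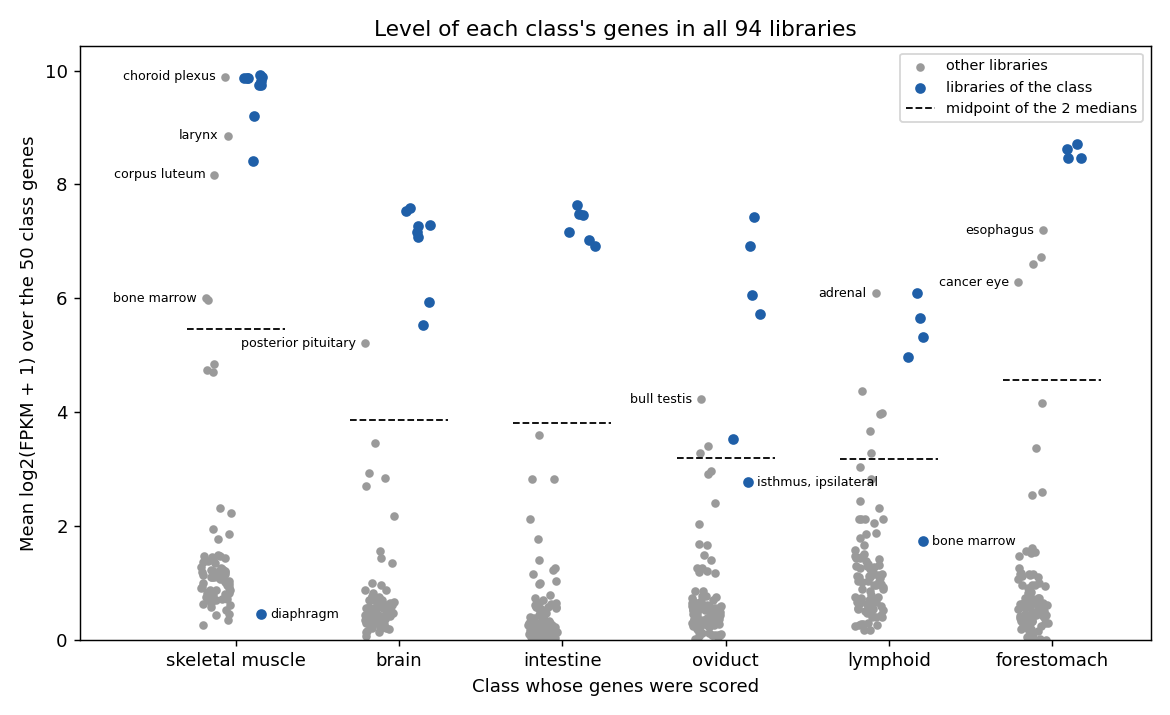
Level of the 50 genes that mark each of 6 classes in all 94 libraries, as mean log2(FPKM + 1); each point is a library, blue for the class and grey for the others, and every library was scored on genes chosen without it. The dashed line is the midpoint between the class median and the median of the rest; the diaphragm (0.45) sits below it in muscle, and the choroid plexus (9.90) sits above it.

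Muscle libraries also expressed fewer genes. They had 10160 ± 878 genes at an FPKM of 1 or more (SD, n = 11) against 12395 ± 1094 in the rest, lower than the median of the rest in 11 of 11 libraries (two-sided permutation p = 1e-05, adjusted over 6 classes 6e-05). The other 5 classes did not differ in this number after adjustment (permutation, adjusted p from 0.28 to 0.59). The 10 most abundant genes held 32.3 ± 9.68% of the FPKM in brain (n = 8), 29.4 ± 6.89% in muscle (n = 11) and 12.3 ± 2.04% in oviduct (n = 6), and no class passed the adjusted threshold (permutation, adjusted p of 0.052, 0.057 and 0.052). The 100 most abundant genes held 64.1 ± 10.5% in muscle and 47.4 ± 10% in the rest (permutation, adjusted p = 6e-05).

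Brain (8 regions) had 2319 genes higher and 1171 lower than the other tissues. ENSBTAG00000022890 averaged 8838 ± 5448 FPKM (SD, n = 8) against 17.5 ± 78.9, a log2 difference of 10.24 ± 0.55 (SE; limma adjusted p = 2.07e-31), and ENSBTAG00000006977 averaged 2690 ± 1941 FPKM against 8.49 ± 38.2 (limma adjusted p = 5.93e-28). Brain genes were carried furthest by the posterior pituitary, a neural outgrowth of the hypothalamus, with a score of 5.21 beside 5.54 to 7.58 in the brain regions. Without that library 2340 genes were higher and 1165 lower. Cortex (cerebral, frontal and temporal) and deep regions (thalamus, pons, midbrain and diencephalon) were also compared, and limma called 0 genes between 3 and 4 libraries, with 1106 of 18031 genes at an unadjusted p under 0.05. At this size the test recovered 32% of simulated changes of 2 on the log2 scale and 91% of those of 4. Taking the spread from all 94 libraries gave 325 genes, and leaving out the frontal or the temporal cortex gave 1 or 5.

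The pituitary lobes, their stalk and the pineal gland (n = 4) had 1072 genes higher and 15 lower than the rest, or 732 and 92 with quantile normalization. ENSBTAG00000015274 alone took 35% of all FPKM in the anterior pituitary and 15.7% in the posterior pituitary, and ENSBTAG00000016138 averaged 16140 ± 12360 FPKM against 105 ± 963 elsewhere (SD, n = 4 and 90; limma adjusted p = 1.35e-19). Mammary replicate 1 had a score of 5.91 on the genes of this group, whose own members ran from 4.65 to 6.96. Leaving out the anterior pituitary, the stalk or the pineal gland moved the count from 1087 to 666, 649 or 583.

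The gut held several distinct profiles. Intestine (n = 6) had 1157 genes higher and 38 lower, or 1001 higher and 152 lower with quantile normalization. ENSBTAG00000032093 averaged 4237 ± 3991 FPKM (SD, n = 6) against 5.16 ± 29.7 elsewhere (log2 difference 10.79 ± 0.60 SE, limma adjusted p = 1.64e-29). The 6 intestinal libraries scored 6.92 to 7.63 on the intestinal genes, and no other library passed the midpoint of 3.81. Rumen, rumen papillae, reticulum and omasum, the chambers of the ruminant forestomach (n = 4), had 599 genes higher and 261 lower, or 878 and 166 with quantile normalization and 482 and 351 after rescaling to equal totals. A model of group means turned the majority, with 1087 higher and 1504 lower. ENSBTAG00000036116 averaged 9009 ± 1908 FPKM (SD, n = 4) against 21.9 ± 105.5 (limma adjusted p = 3e-18), and ENSBTAG00000032236 averaged 3962 ± 680 against 49 ± 256 (limma adjusted p = 4.35e-14). Forestomach genes also scored 7.19 in the esophagus, 6.73 and 6.60 in the tongue libraries and 6.28 in the cancer eye, against 1.56 in the fornix of the vagina. Without the 4 libraries above the midpoint, 653 genes were higher and 352 lower. Leaving out rumen papillae, rumen or reticulum moved the count of 860 to 370 (351 higher and 19 lower), 457 or 530.

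Between small intestine (duodenum, jejunum and ileum) and large intestine (caecum and both colon libraries), limma called 11 genes higher in the small and 11 higher in the large intestine. The genes furthest toward the large intestine were the same 2 that led the forestomach. ENSBTAG00000032236 was listed at 0 in all 3 small intestinal libraries and averaged 1291 ± 654 FPKM in the large intestine (SD, n = 3; limma adjusted p = 0.00744). ENSBTAG00000036116 averaged 0.143 ± 0.247 FPKM in the small and 363 ± 223 in the large intestine (limma adjusted p = 0.0227). ENSBTAG00000001488 averaged 54 ± 27.1 FPKM in the small intestine and was listed at 0 in the large (limma adjusted p = 0.0392). The count of 22 fell to 0, 2, 6 or 9 without the ascending colon, descending colon, caecum or jejunum, rose to 61 without the ileum, and was 212 with the spread taken from all libraries. The balance of directions was not stable: 2 genes were higher in the small and 7 in the large intestine with quantile normalization, 45 and 11 with a pseudocount of 0.1, 145 and 67 with the spread from all libraries, 51 and 10 without the ileum, and 14 and 2 without the duodenum.

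Lymphoid tissues and blood cells (n = 5) had 1660 genes higher and 158 lower, or 1327 and 398 with quantile normalization. ENSBTAG00000048155 averaged 353 ± 324 FPKM (SD, n = 5) against 4.72 ± 22.1 (log2 difference 6.14 ± 0.66 SE, limma adjusted p = 3.93e-12). Its lowest level in a lymphoid library was 7.34 FPKM. The log2 difference was 7.18 without bone marrow and 5.54 without white blood cells. The lymphoid genes scored 4.96 to 6.09 in lymph nodes, spleen and white blood cells but 1.73 in bone marrow. The library labelled adrenal scored 6.09, and the descending colon (4.37), lung (3.97), ileum (3.97), caecum (3.66) and jejunum (3.28) also passed the midpoint of 3.18. Without bone marrow and these 6 libraries, 2283 genes were higher and 309 lower. The count of 1818 was 1196 without white blood cells and 1204 without the mesenteric lymph node.

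In the female tract, the oviduct (n = 6) had 1103 genes higher and 26 lower (802 and 96 with quantile normalization), and the uterus (n = 4) 787 higher and 2 lower. ENSBTAG00000005973 averaged 10407 ± 11896 FPKM (SD, n = 6) in the oviduct against 3.28 ± 3.25 elsewhere (log2 difference 7.97 ± 0.69 SE, limma adjusted p = 3.55e-17). Its lowest level in an oviduct library was 4.13 FPKM, so not every oviduct library carried it at a high level. The log2 difference was 9.40 without the ipsilateral isthmus, 9.44 without the contralateral isthmus and 6.94 without the contralateral ampulla. Oviduct genes scored 5.72 to 7.43 in ampulla and infundibulum and 3.53 in the contralateral isthmus, and outside the class they reached 4.23 in bull testis and 3.40 and 3.28 in the ipsilateral and contralateral intercaruncular endometrium. The library labelled ipsilateral isthmus scored 2.77 on oviduct genes and 4.42 on uterine genes, and was closest to the cervical lining (0.884). Within the uterus, the 3 endometrial libraries scored 5.72 to 5.89 and the myometrium 1.36. Leaving out the ipsilateral infundibulum moved the oviduct count of 1129 to 718, and leaving out any of the endometrial libraries moved the uterine count of 789 to 284, 298 or 372. The uterine count was 1475 after rescaling to equal totals and 371 with quantile normalization. Without the 4 libraries on the wrong side of the midpoint, 1372 genes were higher and 13 lower in the oviduct.

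Sides of the tract were compared in 4 pairs, ampulla, isthmus, infundibulum and intercaruncular endometrium, each with an ipsilateral and a contralateral library. limma called 0 genes with the segment as a block, with 403 of 18031 genes at an unadjusted p under 0.05. With all 4 pairs the test recovered 22% of simulated changes of 2 on the log2 scale and 92% of those of 4. Without the isthmus, the pair with the out-of-place ipsilateral library, it again called 0, with 2159 genes at an unadjusted p under 0.05. Pair by pair, 12 genes differed at least 4-fold in the endometrium, 50 in the infundibulum, 68 in the ampulla and 1459 in the isthmus, counting genes with an FPKM of 10 or more in either library.

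The number of genes called for the remaining classes depended on the model. limma called 161 genes in the male ducts (n = 4), 41 in follicles (n = 3), 31 in the urinary tract (n = 3), 19 in fat (n = 3), 8 in the respiratory tract (n = 4) and 2 in the male accessory glands (n = 3). The model of group means gave 665, 463, 225, 152, 35 and 29, and a pseudocount of 0.1 gave 156, 21, 1, 4, 1 and 0. In the male ducts the head and body of the epididymis scored 5.58 and 5.45 on the class genes, the tail 0.48, and follicle replicate 1 scored 6.75. The male duct count was 303, 46, 32 or 310 without the vas deferens, body, head or tail. The follicle count was 105 without replicate 1, the urinary count 52 without the ureter and 47 without the urethra, and the fat count 30 without mammary gland fat and 31 without subcutaneous fat. The respiratory count was 18 without nasal mucosa and 27 without trachea, and the accessory gland count 12 without prostate or vesicular gland and 0 without the bulbourethral gland, where 320 of 18031 genes had an unadjusted p under 0.05 with all libraries. Among 100 sets of libraries of the same size, the real one and random ones, 8 or more gave as many genes for each of these 6 classes.

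**Figure D2:**
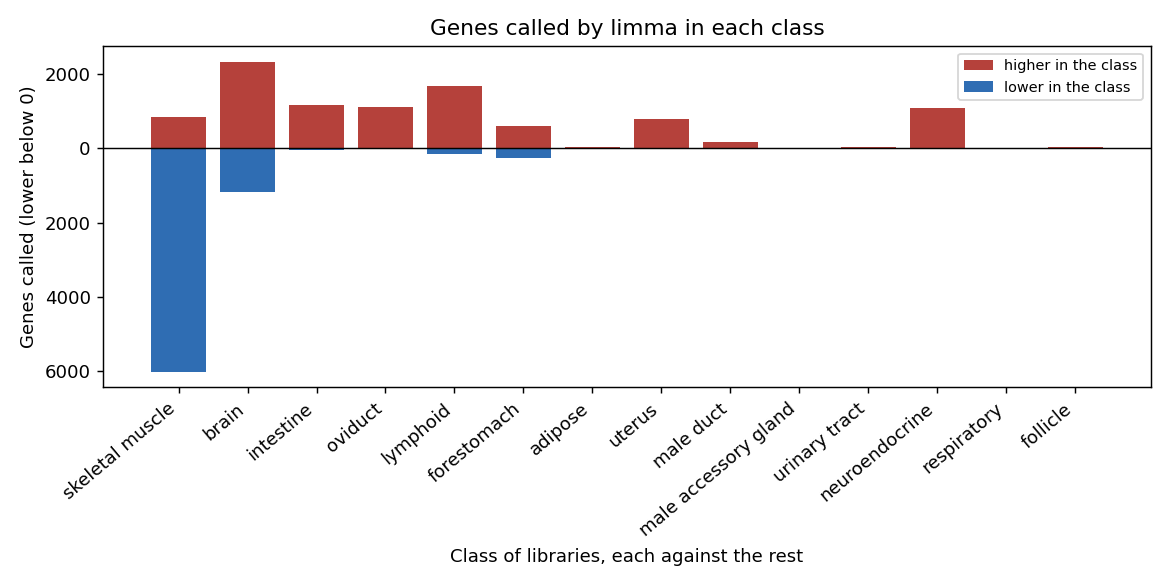
Genes called by limma in 14 classes of libraries, each against all other libraries; bars above 0 count genes higher in the class and bars below 0 count genes lower. Skeletal muscle had 832 genes higher and 6008 lower, and the male accessory glands 2 higher.

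Tissue specificity was scored by tau over the 35 group means, where a high value means expression in few groups. Of 18934 genes with a group mean of 1 FPKM or more, 4387 (23.2%) had a tau of at least 0.85. Groups of 1 library led 2972 of them, and the group means rest on 1 to 11 libraries; whether group size shapes the ranking was not tested. The bull testis led 1433 of the 4387 (32.7%), more than any other group, followed by brain with 373, liver with 274, the library labelled adrenal with 234 and kidney with 183. At a tau of at least 0.95 the bull testis still led most, with 938, but the order below it changed to liver with 160, brain with 122, kidney with 84, anterior eye with 71 and the library labelled adrenal with 68. At a tau of at least 0.85 the forestomach led 39 and skeletal muscle 18, while the libraries labelled choroid plexus and corpus luteum led 80 and 25. Of these, the 66 choroid plexus genes with an FPKM of 5 or more had a median of 96.9% of that level in semitendinosus muscle, and the 17 of the corpus luteum 83.6% in gluteus medius. The 1079 testis genes with an FPKM of 5 or more reached a median of 3.88% of their testis level in the head of the epididymis and 2.09% in the fetal testis. The 245 liver genes with an FPKM of 5 or more had a median of at most 0.28% of their liver level in every other library.

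A further 6 comparisons set single libraries against each other, so these differences have no replicate check and no test. Bull and fetal testis differed at least 4-fold in 3010 of 9763 genes with an FPKM of 10 or more in either library, 1926 higher in the bull. Cancer eye differed from the normal outer layer of the eye taken 1 cm away in 1808 of 7830 genes, 975 higher in the cancer library. The cancer library was closest to the superficial tongue (0.923), followed by the bulbourethral gland (0.917) and the lower tongue (0.916), and the normal outer layer to the prostate (0.922). ENSBTAG00000011660 was the most abundant gene in the normal outer layer and the prostate, at 54409 and 144022 FPKM, and was listed at 0 in the cancer eye. Head and tail of the epididymis differed in 1755 of 8339 genes. The library labelled tail was closer to the libraries labelled gall bladder and diaphragm (both 0.931) than to the head (0.759). These genes therefore cannot be read as differences between regions of the epididymis. Anterior and posterior pituitary differed in 261 genes, 248 of them higher in the posterior lobe, among them the leading brain gene ENSBTAG00000022890 at 730 against 4.59 FPKM. Ventricle and atrium differed in 116 genes, with ENSBTAG00000008394 at 11136 FPKM in the ventricle and 80.3 in the atrium and ENSBTAG00000021916 at 5857 in the atrium and 5.91 in the ventricle. Kidney cortex and medulla differed in 17 genes.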

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

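The tests of mixed, mislabelled and exchanged samples were chosen after the results were seen; the test of near title numbers and the regroupings were chosen before theirs. A library was singled out where its gap to the nearest of 4 to 10 libraries of its class exceeded Dixon's 95% limit, which chance does in about 1 in 20 groups; 59 sets of values were tested and 9 exceeded it.

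Among the brain regions, ENSBTAG00000031160 stood at 257.928 FPKM in the pons and 5.205 to 45.603 in the others, a library far from the rest. The 10 most abundant genes held 26.279% of FPKM in the duodenum and 16.803 to 18.364% in the other intestinal libraries. Bone marrow scored 1.73 on the lymphoid genes against 4.958 to 6.091 in the other lymphoid libraries. In the lymphoid class ENSBTAG00000000836 was 1.635 FPKM in spleen and 0.046 to 0.439 elsewhere. The ipsilateral isthmus had 10896 genes detected against 13029 to 13553 in the other oviduct libraries. In the respiratory class ENSBTAG00000032918 was 305.87 FPKM in the left lung and 0.613 to 7.792 elsewhere. The myometrium scored 1.357 on the uterine genes against 5.716 to 5.885 in the endometrial libraries; ENSBTAG00000021119 was 24.984 FPKM there against 577.589 to 658.744, and ENSBTAG00000018137 46.489 against 3.6 to 4.753. limma's interaction term for a side effect that differs between endometrium and oviduct called 20 genes, with 2 residual degrees of freedom. The endometrium gives 1 pair only, the oviduct holds the out-of-place ipsilateral isthmus, and 454 of 18031 genes had an unadjusted p under 0.05, below the share chance gives, so these calls do not show a difference between the tissues.

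The libraries labelled choroid plexus and corpus luteum carry the muscle genes at a median of 105% and 53% of the muscle level. A mixture with muscle was argued against for the corpus luteum, where 3 genes reached an FPKM of 5 while staying below 1 in each muscle library. The same count was 0 to 15 when each of 10 muscle libraries was treated the same way and 88 to 1772 in 82 other libraries. In the choroid plexus it was 5, but few genes were detected there. At an FPKM of 0.1 that library had 7803 genes, against 10530 to 15293 in the muscle class. Its count therefore argues only against a large part of another tissue. A mislabelled sample was neither excluded nor tested independently for either library. The median correlation of the choroid plexus and corpus luteum libraries with muscle exceeded that with the next group, heart, by 0.083 and 0.038. However, these libraries were singled out because muscles were their closest libraries. No biological explanation was tested, because the 94 libraries hold no second one of either label.

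The libraries labelled diaphragm and gall bladder were the closest of 4371 pairs, and muscle genes were nearly absent from the former. Dilution of muscle with another tissue was argued against by a mean of 0.046% of the muscle level over 50 muscle genes. That 1 tissue bears 2 labels was neither excluded nor tested independently: the SD of their log2 differences, 0.175 against 0.421 in the next closest pair from different groups, restates the correlation by which the pair was found. No biological explanation was tested.

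Follicle replicate 1 resembled the epididymis while the tail of the epididymis did not. An exchange of these labels may explain it, but was not fully tested independently. Each library correlated better with the other's group than with its own, by 0.111 for follicle replicate 1 and 0.142 for the tail. For follicle replicate 1 this restates the closeness to the epididymis by which it was singled out. The tail was about as close to the libraries labelled gall bladder and diaphragm (both 0.931) as to follicle replicates 2 (0.928) and 3 (0.925), and by Pearson correlation follicle replicate 2 came first (0.94 against 0.932). A batch of neighbouring libraries cannot be told apart from an exchange. Among the pairs of different groups that were counted, 18.5% of 124 with title numbers at most 3 apart reached the correlation of 0.882. Of 3543 counted pairs farther apart, 3.6% did. Not every pair of different groups was counted. Title numbers partly follow anatomy, with uterus, oviduct and cervix next to each other. Whether related tissues make up the near pairs was not tested, so the excess need not come from a batch. No biological explanation was tested.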

How the results depend on the processing

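The versions without libraries whose profile went against their label were chosen after the data had been seen, and the other alternatives before. The direction of the named genes reversed in none of the alternatives run. Of their repeats 494 kept direction and threshold, and 94 kept direction but missed the threshold. A missed threshold was not always a smaller difference. Without the reticulum, ENSBTAG00000010123 in forestomach went from -3.79 to -3.93 (limma adjusted p = 0.103). Without the duodenum, ENSBTAG00000020342 in intestine went from -2.72 to -2.55. The counts of muscle, brain, intestine, oviduct, lymphoid and forestomach genes stayed within 1.5-fold of their value with a pseudocount of 0.1, without a filter and after rescaling to equal totals.

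With quantile normalization the muscle count went from 6840 to 3924, as the median difference of all genes moved from -0.66 to -0.15. That median moved from 0.07 to -0.12 in intestine, 0.14 to -0.10 in oviduct, 0.36 to -0.07 in uterus, 0.25 to -0.08 in the pituitary and pineal group, and -0.28 to -0.14 in forestomach. The group-means model, which takes its spread from within groups only, gave 1982 genes for intestine, 2051 for oviduct, 2942 for lymphoid, 2591 for forestomach, 2383 for uterus, 2629 for the pituitary and pineal group, 665 for male ducts, 463 for follicles, 225 for the urinary tract, 152 for fat, 35 for the respiratory tract and 29 for the accessory glands. A pseudocount of 0.1 gave 405 genes in uterus, 21 in follicles, 4 in fat, 1 in the urinary tract, 1 in the respiratory tract, 0 in the accessory glands, 56 between small and large intestine and 1 between cortex and deep brain. The uterine count was 1475 after rescaling and 371 with quantile normalization. Without a filter the accessory glands had 8 genes, the respiratory tract 15, and small against large intestine 13; with quantile normalization these were 5, 13 and 9, and after rescaling the accessory glands had 0 and the respiratory tract 3. Spread from all libraries gave 212 genes for small against large intestine and 325 for cortex against deep brain. The 0 counts are from limma, with 320 accessory gland genes at an unadjusted p under 0.05 with the settings of the report. The cause of these moves was not tested.

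Leaving out 1 replicate gave 718 to 1257 genes for oviduct, 1196 to 2368 for lymphoid, 370 to 724 for forestomach, 284 to 759 for uterus, 583 to 735 for the pituitary and pineal group, 32 to 310 for male ducts, 48 to 105 for follicles, 28 to 52 for the urinary tract, 17 to 31 for fat, 6 to 27 for the respiratory tract, 0 to 12 for the accessory glands, 0 to 61 for small against large intestine and 0 to 5 for cortex against deep brain.

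The difference in genes detected between lymphoid and other libraries, 328 higher at an FPKM of 1, was -289.685 at an FPKM of 0.1 (permutation, adjusted p = 0.68). The share of FPKM in abundant genes in the forestomach, -2.25 percentage points for the top 10, was 4.437 for the top 100 (permutation, adjusted p = 0.69), and the muscle share rose to 16.717 points (permutation, adjusted p = 6e-05, with 10 of 11 libraries above the median of the rest). At a tau of at least 0.95, 2029 genes were specific. The cause was not tested. The table gives no read counts, so how depth limits these results is unknown.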

Other observations

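The sharing of specific genes between tissues was looked at after the other results were seen; the regroupings were chosen before. Only genes with a tau of at least 0.85 and an FPKM of 5 or more in the group that led them were used. The 126 such genes led by the library labelled adrenal, of 234, reached a median of 58.2% of that level in spleen. They reached 57% in the mesenteric lymph node and 52.6% in lymph nodes. The 38 such esophagus genes reached 60.2% in the superficial tongue and 29.1% in cancer eye. The 37 such genes of the normal outer eye reached 35.4% in prostate, and the 85 of the pituitary and pineal group 31.9% in mammary replicate 1. The 19 such urinary tract genes reached 49.1% in pons and 37.9% in bone marrow. The 40 such gall bladder genes reached 101% in the library labelled diaphragm.

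Random regroupings of the libraries, 100 for each class and counting the real one, excluded chance for 8 classes. As many genes were called in 1 regrouping for muscle (6840, highest other 1497), 1 for brain (3490, highest other 300), 1 for intestine (1195, highest other 527), 1 for lymphoid (1818, highest other 1506), 1 for uterus (789, highest other 534), 2 for oviduct (1129, highest other 1507), 2 for the pituitary and pineal group (1087, highest other 1714) and 3 for forestomach (860, highest other 1544).

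For the other 6 classes the share was above 0.05, so chance was not excluded. As many genes were called in 36 of 100 regroupings for fat (19, highest other 901), 8 for male ducts (161, highest other 2177), 72 for the accessory glands (2, highest other 1685), 22 for the urinary tract (31, highest other 1559), 33 for the respiratory tract (8, highest other 3263) and 18 for follicles (41, highest other 592). Some regroupings called many times the real count, which points to some structure among the libraries; what it is was not tested. For cortex against deep brain limma called 0 genes (1106 at an unadjusted p under 0.05; highest other 4), a count that all 35 splits reach by construction, so they say nothing about chance. The 10 splits of small against large intestine (22, highest other 1, with 1 split as high) and the 8 of ipsilateral against contralateral libraries (0, highest other 0, with 8 as high; limma, 403 genes at an unadjusted p under 0.05) are too few for a share under 0.05.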
